A study of Mus musculus with 4 samples. Its data were reported in "Inherent tissue homeostasis of the juvenile metaphysis provides a foundation for osteosarcoma development" (2026).

How the data were processed

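Cells of the mouse metaphysis, the flared part of a long bone beside the growth plate, were profiled by droplet-based single-cell RNA sequencing at 3 and 8 weeks of age. Per the labels and the study's methods, the metaphyses of distal femurs and proximal tibias were dissected from wild-type C57BL/6J mice, with the shaft trimmed off, and digested. Live cells negative for CD31, CD45 and TER119 were sorted, so endothelial, white blood and red blood cells were meant to be removed. Libraries were made with the 10x Genomics 3' chemistry with unique molecular identifiers (UMIs). The study calls its single-cell libraries biological samples, but the number of mice behind a library, and whether the libraries came from separate mice, are not given in the sources used here. The p-values therefore measure only the spread between these samples, which may be technical.

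The deposited files hold raw UMI counts per gene and barcode. The authors made these counts with Cell Ranger 7.2.0 against mm10, leaving out intronic reads, and deposited the matrix of barcodes that Cell Ranger called as cells, with no normalization. The annotation release they used is not given in the sources used here. Everything described from here on was computed from those deposited counts. Of the 32285 genes in the files, 32158 identifiers were found in GENCODE M21 on GRCm38, the same assembly as mm10, and 31411 of these carried the same symbol. Coordinates are from that annotation. Counting at the 3' end cannot fully separate near-identical copies, so the split of counts among Bglap, Bglap2 and Bglap3, among the Serpina1 genes, among the H2-K, H2-D and H2-Q genes, and among the histone genes is uncertain.

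Of 4 listed libraries, 3 were analysed: 3 weeks replicate 2 and 8 weeks replicates 1 and 2. The library 3 weeks replicate 1 was not analysed here. They hold 53402471, 36917576 and 42833889 UMIs in the order 3 weeks replicate 2, 8 weeks replicate 1, 8 weeks replicate 2. Ages and replicate numbers were taken from the sample titles. Cells were kept with more than 1500 genes, between 5000 and 75000 UMIs and under 20% mitochondrial UMIs, the limits of the study's methods. Of 7634 barcodes, 4931 passed. The study removed doublets with DoubletFinder. Here the scrublet caller of scanpy 1.11.5 was used instead, at an expected rate of 0.06, and it marked 41 cells, which were removed. The remaining 4890 cells were normalized with SCTransform in Seurat 5.3.0 and integrated with anchor-based CCA over 50 dimensions. They were clustered at a resolution of 0.03 into classes. The osteoblast cluster was clustered again at 0.5, and the chondrocyte cluster at 0.4.

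Clusters were named from marker genes fixed before the data were examined, so every class or stage name means cells that resemble that type. Inside the osteoblast cluster, 2 sub-clusters were led by Col10a1, Acan and Hapln1 and were moved to the chondrocyte lineage as hypertrophic cells, 1 was led by Cxcl12 and moved to the stromal cells, and 1 was led by hemoglobin genes and set apart as erythroid. The rest formed 4 stages. Early cells were led by Mmp9, Fabp5, Col3a1 and Postn, proliferating cells by Pclaf, Cenpf and Ube2c, Bglap-low cells by Ifitm5, Cthrc1 and Tmem119, and Bglap-high cells were those with the highest levels of Bglap and Bglap2. Bglap-low cells stand here for immature osteoblasts. These names were rebuilt, so a difference from the study may come from the naming.

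UMI counts were summed per library and class, and the sums were compared between ages with edgeR 4.0.16 (R 4.3.3), with filterByExpr, TMM scaling and the two-sided quasi-likelihood F test. Classes needed 20 cells in each library. P-values were adjusted by Benjamini-Hochberg over all genes tested in a class, with a threshold of 0.05. With 1 library against 2 the fit has 1 residual degree of freedom, and the lone 3-week library is assumed to vary like the 8-week ones. Log2 fold changes are 3 weeks over 8 weeks, and "rose", "fell", "higher" and "lower" describe 3 weeks relative to 8 weeks. The SE beside a log2 fold change is the absolute change divided by the square root of the F statistic. It restates the test and is not a separate estimate of uncertainty. Levels are CPM, the UMIs of a gene brought to a fixed total of the class, scaled by TMM where an edgeR result stands beside them and by library totals elsewhere. Named genes are the 8 with the largest positive and the 8 with the largest negative log2 fold change in each class among genes with an adjusted p under 0.05, a mean of at least 20 CPM and a 3-week level outside both 8-week levels. To these were added the gene-list members used as examples, and in every class Cdkn1a, Gli1, Gli2, Gli3, Ihh, Ptch1, Hhip, Mki67, Runx2, Sp7, Col1a1, Bglap and Igf2.

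A set of 23 gene lists was fixed before the data were examined: Hedgehog pathway, p53 targets, replication stress and DNA repair, DNA replication, S phase, G2/M phase, osteoblast maturation, early osteoblast regulators, imprinted growth genes, IGF axis, Wnt targets and modulators, interferon and MHC class I, immediate early and heat shock, collagens and matrix, chondrocyte matrix, chondrocyte hypertrophy, stromal niche factors, adipogenesis, hematopoietic RNA, erythroid RNA, endothelial RNA, osteoclast RNA, and respiratory chain genes of the mitochondrial genome. Each was tested with camera (limma 3.58.1) at a correlation of 0.01, and again with an estimated correlation. P-values were adjusted by Benjamini-Hochberg over the lists of a class. The estimated correlation rests on the few residual degrees of freedom that these libraries leave, so that second test could hardly call any list. Its adjusted p-values are printed beside the others, but no conclusion is drawn from them. The tests, samples, gene lists, naming rule and most alternatives were also set before the data were examined.

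Shares of cells carry exact binomial 95% intervals and summed CPM values exact Poisson 95% intervals. Both cover counting error only. Where no UMI was seen, the limit is 3 counts of the total. With 3 libraries there are 3 splits, so the smallest exact permutation p is 1 in 3 and shares were not tested. For shares of cells with a UMI, for phase calls (Seurat cell cycle scores) and for correlations across cells, each cell was thinned to 5000 UMIs. No cell was lost by this, since every used cell holds at least as many. The erythroid cells served as the background for free RNA, but not for phases, Mki67 or Top2a, since most of them held an Mki67 UMI. Alternatives were DESeq2 1.42.0, edgeR without TMM, no low-count filter, doublets kept, all barcodes, clusters without integration, classes from markers alone, each 8-week library left out, other resolutions, unthinned values, a minimum of 2000 UMIs and 1000 genes, and a clustering of osteoblast-lineage cells without the 802 age-dependent or cell cycle genes that were among its 3000 variable genes. Fits chosen after seeing the data were those of the early and Bglap-high stages, of endothelial cells, with or without the stromal-like, hypertrophic or Col10a1-rich cells, and the age by class term. Stage shares over only the cells that were osteoblast-lineage in both clusterings were also chosen then, as were Cdkn1a and Ihh in hypertrophic and growth plate cells without integration.

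The test was checked on simulated counts for the real genes and library sizes, with 200 genes changed by 1.5-fold, 2-fold or 4-fold. For osteoblast-lineage cells edgeR recovered 17.9%, 68.7% and 86.4% of these, for chondrocyte-lineage cells 6%, 44.8% and 89.4%, and for stromal cells 9%, 59.7% and 86.4%. For proliferating cells it recovered 6%, 29.9% and 74.2%, and for Bglap-low cells 34.3%, 58.2% and 89.4%. Between 0 and 5 unchanged genes were called per class. All simulated libraries varied by the dispersion of the same fit, and the 3-week library was given no library effect of its own. These counts are therefore not the false call rate of the real data. Other versions were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, Matrix 1.6.5 and matplotlib 3.10.9.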

Results

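The data are 3 single-cell RNA libraries of sorted metaphyseal cells, 1 from mice aged 3 weeks and 2 from mice aged 8 weeks. They held 2996, 2116 and 2522 barcodes with medians of 11372, 8942 and 9323.5 UMIs. After the cell filter and doublet removal 2018, 1301 and 1571 cells were left, with medians of 22684, 17495 and 17166 UMIs, 4387, 4192 and 4123 genes, and 2.97%, 3.03% and 3.1% mitochondrial UMIs. Values given in threes below are in the order 3 weeks replicate 2, 8 weeks replicate 1, 8 weeks replicate 2. Within osteoblast-lineage cells the depth lay the other way, with medians of 23195, 33302.5 and 32532.5 UMIs. Age and library cannot be separated here, because a single 3-week library was analysed.

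Chondrocyte-lineage cells made up 40.7% (95% interval 38.6 to 42.9) of the sorted cells at 3 weeks, against 17.0% (15 to 19.1) and 18.3% (16.5 to 20.3) at 8 weeks. Osteoblast-lineage cells made up 32.5% (30.4 to 34.6), 39.8% (37.1 to 42.5) and 39.6% (37.2 to 42.1), and stromal cells, which express Cxcl12 and Adipoq, 23.3% (21.5 to 25.2), 38.7% (36.1 to 41.5) and 36.7% (34.3 to 39.2). Hypertrophic cells, which express Col10a1, were 6.64%, 1.38% and 2.48% of all cells, and 6.49%, 0.384% and 1.21% when clustered without integration. These shares were not tested. They depend on the trimming of the bone near the growth plate and on the sort against CD31, CD45 and TER119, and each is a share of a total that the chondrocytes enlarge at 3 weeks.

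Among osteoblast-lineage cells, Bglap-low cells were 32.1%, 22.2% and 20.7%, and Bglap-high cells 30.5%, 44.4% and 45.7%. The Bglap-high cells include a sub-cluster of 12, 27 and 29 cells with few UMIs (median 11550) and with mt-Nd4l and Gm42418 among its leading genes. Early cells were 28.7%, 28.0% and 26.5%, and proliferating cells 8.70%, 5.41% and 7.07%. Because Bglap itself differs between the ages, the stages were also clustered without the age-dependent and cell cycle genes. Here, as in the other alternative clusterings, each cluster took the stage name that most of its cells held in the main clustering. Bglap-low cells were then 16.7%, 9.33% and 8.63%, Bglap-high cells 47.6%, 53.5% and 53.6%, early cells 31.0%, 32.4% and 32.0%, and proliferating cells 4.62%, 4.75% and 5.80%. This clustering counts 36, 46 and 48 stromal-like cells, set among the stromal cells above, as early. Over only the cells that were osteoblast-lineage in both clusterings, chosen after seeing the data, early cells were 27.1%, 26.3% and 26.9%, proliferating cells 4.89%, 4.64% and 5.95%, Bglap-low cells 17.6%, 10.3% and 9.32% and Bglap-high cells 50.5%, 58.8% and 57.9%. The order of the Bglap-low and Bglap-high stages between the ages was the same throughout, while that of the proliferating cells was not, and early cells differed by little. Since the stage names were carried over from the main clustering, which used Bglap, the shared order is partly built in and is not an independent check.

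**Figure D1:**
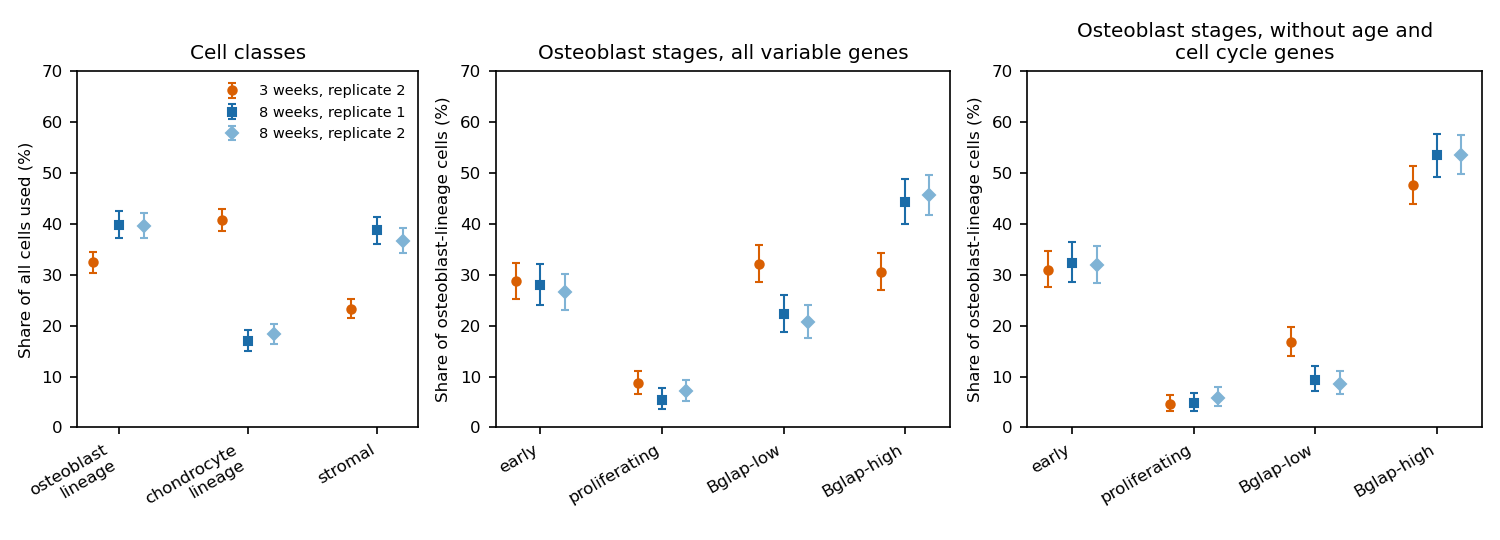
Shares of cell classes among sorted cells and of stages among osteoblast-lineage cells in each library. The clustering without age-dependent and cell cycle genes includes the stromal-like cells. Bars are exact binomial 95% intervals, which cover counting error only.

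Ihh, the Hedgehog ligand of the growth plate, was found almost only in chondrocyte-lineage cells, at 226.5 CPM (95% interval 221 to 232), 174.2 CPM (166 to 183) and 155.7 CPM (149 to 163). Osteoblast-lineage cells held Ihh at 1.18, 0.230 and 0.70 CPM and stromal cells at 1.21, 0.940 and 0.165 CPM. At equal depth 27.4%, 17.2% and 17.4% of chondrocyte-lineage cells had an Ihh UMI. In the edgeR test on this class Ihh had a log2 fold change of +0.32 (SE 0.12, adjusted p = 0.10). Without the hypertrophic cells, a fit chosen after seeing the data, Ihh rose at 3 weeks (edgeR log2 fold change +0.67, adjusted p = 0.0056), from 154.2 and 140.9 CPM to 242.5 CPM. In the hypertrophic cells alone Ihh stood at 91.1, 588.6 and 360.4 CPM, and these were 16.3%, 8.15% and 13.5% of chondrocyte-lineage cells. Clustered without integration they were 16.0%, 2.35% and 6.88% (131, 5 and 19 cells) with Ihh at 149.7, 1145 and 131.9 CPM, so no order between the ages is read from Ihh in hypertrophic cells, while the other chondrocytes held 236.4, 164.4 and 159.5 CPM.

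Gli2, a transcription factor that carries the Hedgehog signal, was found at 12.8, 12.1 and 11.4 CPM in osteoblast-lineage cells, 5.74, 3.45 and 2.69 CPM in chondrocyte-lineage cells and 4.12, 9.97 and 5.45 CPM in stromal cells. Gli1 stood at 11.1, 9.02 and 7.84 CPM, 8.38, 10.8 and 7.33 CPM, and 1.94, 0.940 and 1.32 CPM in the same 3 classes. Gli3 stood at 21.7, 12.0 and 14.0 CPM, 23.2, 21.9 and 22.7 CPM, and 21.8, 24.5 and 27.6 CPM, so Gli3 was as high in stromal cells as in the others. Ptch1, the receptor and a target of the pathway, stood at 69.5, 48.0 and 42.8 CPM in osteoblast-lineage cells, 84.9, 123 and 107 CPM in chondrocyte-lineage cells and 58.7, 76.4 and 63.1 CPM in stromal cells. Erythroid cells, the background, held 1, 0 and 0 UMIs of Ihh, 1, 0 and 0 of Gli2, 0, 2 and 0 of Gli1 and none of Gli3. Where no UMI was seen the limits are 3.29, 4.62 and 6.80 CPM. Endothelial cells held no Ihh UMI, with limits of 17.9, 19.1 and 7.52 CPM, which are too high to exclude levels like those of the osteoblast lineage.

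**Figure D2:**
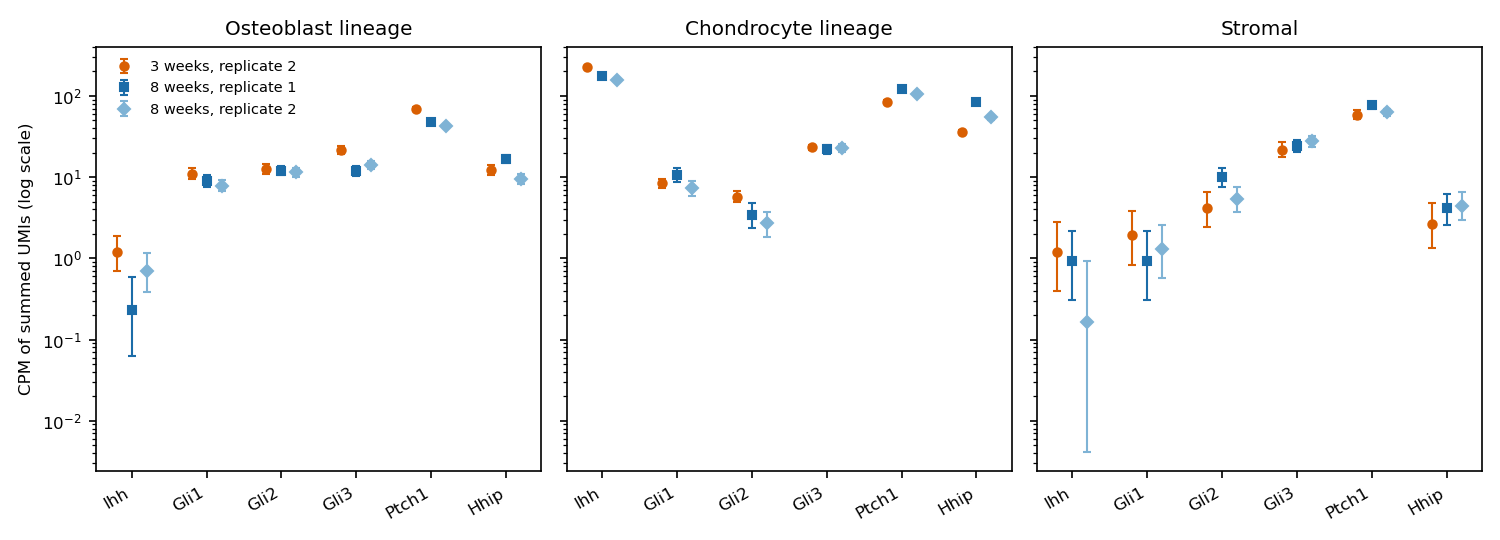
Levels of Ihh, Gli1, Gli2, Gli3, Ptch1 and Hhip in each class and library. Bars are exact Poisson 95% intervals, and points without a UMI are left out.

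Osteoblast-lineage cells at 3 weeks held far less osteocalcin RNA and more RNA of Mest, Igf1 and Ptn than at 8 weeks. Bglap, which encodes osteocalcin, fell by 3.89 on the log2 scale (SE 0.14, at 2462, 35650 and 37340 CPM), Bglap2 by 3.83 and Bglap3 by 3.14. The bone collagen genes Col1a1 (log2 fold change -0.87, at 76240, 145000 and 132800 CPM) and Col1a2 (-0.84) fell less, as did the matrix genes Phex (-0.76), Sparc (-0.58) and Dcn (-1.11). Mest, an imprinted growth gene, rose (+1.94, at 90.1, 21 and 25.9 CPM), as did the growth factor genes Igf1 (+2.20, at 39.2, 6.93 and 10.0 CPM) and Ptn (+1.68). Cdkn1a, which encodes the cell cycle inhibitor p21, had a log2 fold change of -0.25 (SE 0.09, edgeR adjusted p = 0.126, at 246, 286 and 297 CPM), and Gli2 of -0.21 (SE 0.16, adjusted p = 0.467).

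By the edgeR test 1334 of 13170 genes differed in osteoblast-lineage cells at an adjusted p under 0.05, 571 higher and 763 lower at 3 weeks. Library totals in place of TMM move the median log2 fold change of all genes from -0.008 to 0.322, and then 4520 genes are higher and 458 lower. DESeq2 gives 163 and 372. Genes with small changes therefore have no settled direction. DESeq2 ends the calls of Cenpa, Cdkn1c, Ndn, Ccng1, Bax, Ghr, Igfbp5, Top2a, Acp5, Col4a1, Csrp2 and Hist1h2ap given below, and library totals those of Sparc, Fos, Fosb, Nr4a1, Ghr, Top2a and mt-Nd1. The fit rests on a spread between 2 libraries (biological coefficient of variation 0.0741).

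Among the genes with the largest increase in osteoblast-lineage cells were Fabp5, a fatty acid binding protein gene (+1.91, edgeR adjusted p = 6.72e-07), the basement membrane collagen gene Col4a1 (+1.58) and Csrp2 (+1.55). Mgp, an inhibitor of mineralization, also rose (+2.41, at 200, 38.9 and 36.6 CPM), with 59.5% of its 3-week UMIs in 5 cells, as were 46.3% of those of Fabp5. The chondrocyte genes Col10a1 (+4.07, at 175, 12.7 and 8.23 CPM), Col9a3 (+1.63, at 47.8, 15.1 and 15.8 CPM), Col9a2 (+1.47) and Acan (+1.15, not called without the cells over 1000 Col10a1 CPM) rose, whereas Col2a1 fell (-0.86, at 286, 495 and 540 CPM). Of the Col10a1 UMIs at 3 weeks 87.1% lay in 5 cells. Erythroid cells of the same libraries held Col9a3 at 45.0, 9.24 and 11.3 CPM, so free RNA moves with it. The largest decreases after Bglap were in H2-Q6 (-3.23), an MHC class I gene, the histone gene Hist1h2ap (-2.89, at 8.98, 96.1 and 37.3 CPM), the metallothionein gene Mt2 (-2.73), Fxyd6 (-2.12), a regulator of the sodium pump, and Dtna (-2.10), a cytoskeletal adaptor. At 8 weeks 61.8% and 56.5% of the Hist1h2ap UMIs and 51.8% and 46.6% of the Mt2 UMIs lay in 5 cells. Of the 159, 1554 and 688 Hist1h2ap UMIs, 143, 1480 and 624 lay in the proliferating cells. Hist1h2ap is not read as a result there, and so not here either. Runx2 (-0.12), Sp7 (-0.20), Gli1 (+0.06), Gli3 (+0.41), Ptch1 (+0.29), Hhip (-0.43), Mki67 (+0.18), Ihh (+0.97) and Igf2 (+1.57) had adjusted p between 0.118 and 0.882 in edgeR, Ihh and Igf2 on 1.02 and 0.96 CPM at 3 weeks.

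The osteoblast maturation list fell in osteoblast-lineage cells (0 higher, 13 lower, 9 not called, or 1 and 16 when adjusted over the list alone, with camera adjusted p = 9.52e-36, and adjusted p = 0.584 with an estimated correlation). The imprinted growth genes rose (8, 0 and 7, or 10 and 0 over the list alone, with camera adjusted p = 4.29e-11, 0.584 with an estimated correlation), among them Cdkn1c (+0.82) and Ndn (+1.02). The IGF axis rose (4, 1 and 10, or 4 and 2 over the list alone, with camera adjusted p = 3.73e-04, 0.584 with an estimated correlation). Igfbp3 (+2.29) and Igfbp5 (+0.83) were higher and Ghr (-0.48) lower. The G2/M list rose (10, 1 and 43, or 10 and 1 over the list alone, with camera adjusted p = 0.00101, 0.584 with an estimated correlation). Cenpa (+1.55), Ccnb2 (+1.17) and Birc5 (+0.85) were higher and Top2a (-0.53) lower. The p53 targets rose (8, 0 and 21, or 8 and 0 over the list alone, with camera adjusted p = 0.00239, 0.623 with an estimated correlation). Members called include Phlda3 (+0.99), Plk2 (+1.28), Ccng1 (+0.44) and Bax (+0.43). The immediate early and heat shock genes fell (0, 9 and 11, or 0 and 10 over the list alone, with camera adjusted p = 1.82e-04, 0.584 with an estimated correlation). Members called include Fos (-0.57), Fosb (-0.55) and Nr4a1 (-0.62), genes that also respond to tissue digestion.

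The collagens and matrix list fell in osteoblast-lineage cells (7, 10 and 9, or 7 and 13 over the list alone, with camera adjusted p = 0.00722, 0.584 with an estimated correlation). Col15a1 (-2.06) and Thbs1 (-1.14) were lower but Col3a1 (+0.75) and Postn (+0.50) higher. The chondrocyte matrix list rose (10, 3 and 6, or 11 and 3 over the list alone, with camera adjusted p = 2.36e-06, 0.584 with an estimated correlation). So did the hypertrophy list (3, 1 and 12, or 3 and 1 over the list alone, with camera adjusted p = 0.0132, 0.623 with an estimated correlation), although its median log2 fold change was -0.07, and the osteoclast list (2, 0 and 1, or 2 and 1 over the list alone, with camera adjusted p = 0.0131, 0.584 with an estimated correlation) through Mmp9 (+0.78), which early cells express, and Acp5 (+0.87). The mitochondrial respiratory chain genes fell (0, 7 and 6, or 0 and 10 over the list alone, with camera adjusted p = 6.45e-13, 0.584 with an estimated correlation). Members called include mt-Nd3 (-1.88) and mt-Nd1 (-0.44). In every class tested here, mt-Nd3, mt-Nd4l and mt-Atp8 were among the members called lower. The median mitochondrial share of UMIs over all used cells was nearly equal, at 2.97%, 3.03% and 3.1%. A difference of the whole library therefore cannot be told apart from a change in the cells, in any class. The erythroid list fell as well (0, 0 and 5, or 0 and 2 over the list alone, with camera adjusted p = 0.0278, 0.714 with an estimated correlation). Not called by camera, with adjusted p from 0.0672 to 0.828, were the Hedgehog (0 higher, 1 lower), replication stress (0 and 1), DNA replication (0 and 0), S phase (0 and 0), early regulator (1 and 4), Wnt (4 and 3), interferon and MHC class I (1 and 5), niche factor (2 and 5), adipogenesis (2 and 2), hematopoietic (0 and 1) and endothelial (0 and 0) lists. The adipogenesis and endothelial lists had negative medians and a positive test direction. In the interferon and MHC class I list H2-K1 (-1.06), H2-D1 (-1.01) and B2m (-0.87) fell, and Srgn of the hematopoietic list and Vcam1 of the niche list fell (-2.08 and -1.01).

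**Figure D3:**
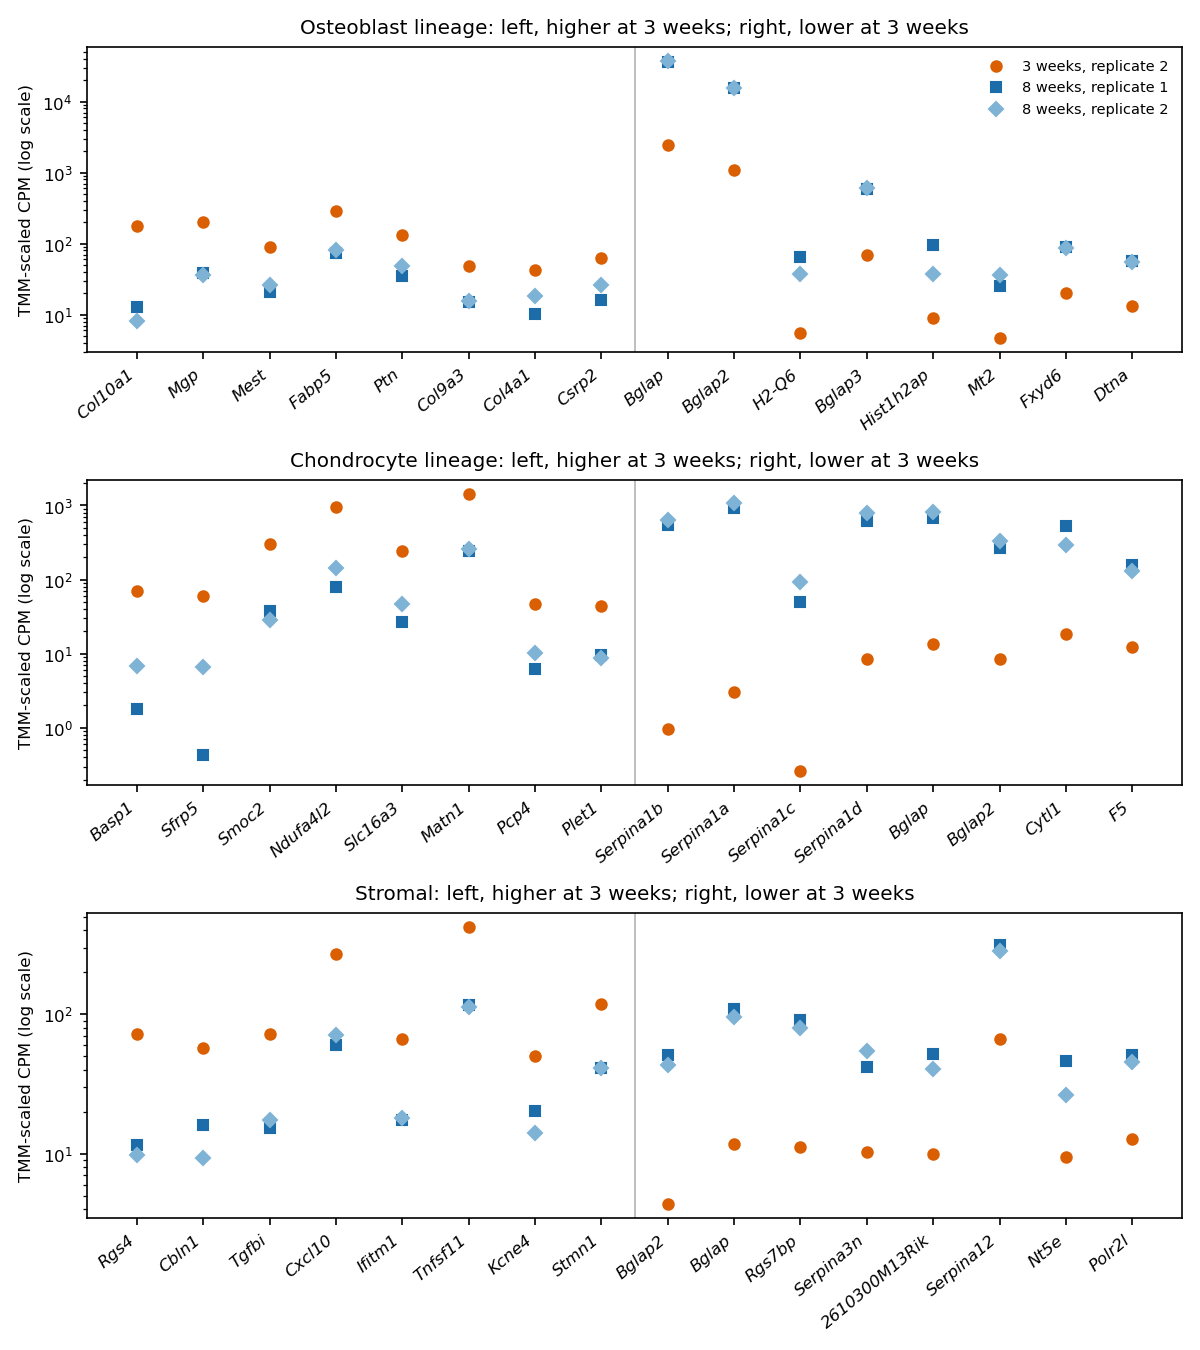
TMM-scaled CPM of the named genes with the largest increase (left) and decrease (right) at 3 weeks in osteoblast-lineage, chondrocyte-lineage and stromal cells. Each point is 1 library.

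In chondrocyte-lineage cells the Serpina1 genes, which encode protease inhibitors related to alpha-1 antitrypsin, were nearly absent at 3 weeks and abundant at 8 weeks. Serpina1b fell by 9.26 on the log2 scale (SE 0.23, at 0.969, 549 and 646 CPM), Serpina1a by 8.36 (3.04, 919 and 1088 CPM), Serpina1c by 8.09 and Serpina1d by 6.37, although the split among these copies is uncertain. Igf2, a fetal growth factor gene, rose (+4.28, at 10.1, 0.635 and 0.416 CPM), and so did Cdkn1c, an imprinted cell cycle inhibitor gene (+2.01, at 2387, 574 and 616 CPM). Cdkn1a rose (+0.66, SE 0.13, edgeR adjusted p = 0.0109, at 736, 510 and 420 CPM). The Hedgehog targets Ptch1 (-0.58, adjusted p = 0.0171, at 79.8, 129 and 109 CPM) and Hhip (-1.07, adjusted p = 0.0141, at 33.9, 87.2 and 55.6 CPM) fell.

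By edgeR 2141 of 13258 genes differed in chondrocyte-lineage cells at an adjusted p under 0.05, 1078 higher and 1063 lower. With library totals in place of TMM the median log2 fold change moves from -0.022 to 0.113, and 1782 genes are higher and 784 lower. The class mixes growth plate and hypertrophic cells in different proportions at the 2 ages. Without the hypertrophic cells, chosen after seeing the data, edgeR gave 2163 genes (1209 higher, 954 lower), and the calls of Cdkn1a (+0.42, adjusted p = 0.16), Ptch1 (-0.44), Plk2 (+0.17), Trp53inp1 (+0.30) and Dmp1 (0.004) ended. DESeq2 ends those of Hhip, Sfrp5, Basp1 and Brca1.

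Other large increases in chondrocyte-lineage cells were in Basp1 (+3.97, edgeR adjusted p = 2.74e-04), a membrane signaling protein gene, the Wnt inhibitor gene Sfrp5 (+3.96, at 59.3, 0.424 and 6.66 CPM), Smoc2 (+3.20), a matrix protein gene, the hypoxia-responsive genes Ndufa4l2 (+3.09, at 955, 78.6 and 145 CPM) and Slc16a3 (+2.72), a lactate transporter, the cartilage matrix gene Matn1 (+2.52, at 1435, 240 and 260 CPM), Pcp4 (+2.52), a calmodulin regulator, and Plet1 (+2.27). Sfrp5 marks the resting-like sub-cluster, which was 19%, 12.7% and 11.8% of chondrocyte-lineage cells. Other decreases were in Bglap (-5.78, at 13.5, 674 and 809 CPM), Bglap2 (-5.16), the cytokine-like gene Cytl1 (-4.51, at 18.2, 534 and 293 CPM) and the coagulation factor gene F5 (-3.56). Erythroid cells held Bglap at 9.87, 52.4 and 34.0 CPM, so free RNA moves the same way at a lower level. Runx2 rose (+0.65, at 132, 86.8 and 81.4 CPM, edgeR adjusted p = 0.00429). Gli1 (-0.23), Gli2 (+0.78), Gli3 (-0.08), Mki67 (-0.57), Sp7 (-0.21) and Col1a1 (-0.54) had adjusted p from 0.114 to 0.763.

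The DNA replication list fell in chondrocyte-lineage cells (0 higher, 17 lower, 20 not called, or 0 and 20 when adjusted over the list alone, with camera adjusted p = 1.07e-08, and adjusted p = 0.649 with an estimated correlation). Members called include Mcm3 (-1.13) and Pcna (-0.69, at 59.4, 97.4 and 94.1 CPM). The S phase list fell (0, 20 and 23, or 0 and 30 over the list alone, with camera adjusted p = 7.6e-11, 0.649 with an estimated correlation). Members called include Hells (-1.92) and Uhrf1 (-1.58). Replication stress and DNA repair fell too (0, 7 and 29, or 0 and 11 over the list alone, with camera adjusted p = 9.42e-04, 0.649 with an estimated correlation), with Brca1 (-1.36). The cycling sub-cluster led by Top2a was 5.96%, 7.69% and 11.1% of chondrocyte-lineage cells, and that led by Cenpa and Ccnb2 was 6.81%, 3.62% and 2.78%, the other way. The p53 targets rose (9, 2 and 18, or 10 and 4 over the list alone, with camera adjusted p = 0.00573, 0.649 with an estimated correlation). Ccng1 (+1.05), Trp53inp1 (+2.45, at 24.0, 3.39 and 5.24 CPM) and Plk2 (+1.65) were higher and Aen (-0.51) lower. The median log2 fold change of this list was only 0.019, with 15 of 29 tested members positive. Without the hypertrophic cells the calls of Trp53inp1, Plk2 and Cdkn1a ended. The list was not tested again without them, so a different mix of cells is not excluded as the source of its rise. The imprinted growth genes rose (6, 2 and 6, or 9 and 3 over the list alone, with camera adjusted p = 7.06e-04, 0.649 with an estimated correlation). Mest (+0.73) was higher and Meg3 (-0.80) lower.

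Osteoblast maturation genes fell in chondrocyte-lineage cells (3, 8 and 10, or 5 and 11 over the list alone, with camera adjusted p = 2.01e-08, 0.649 with an estimated correlation). Alpl (-1.69), Ibsp (-2.29) and Sparc (-1.09) were lower but Dmp1 higher (+3.38, at 26.3, 1.27 and 3.58 CPM), a call that ended without the hypertrophic cells. Collagens and matrix fell (3, 10 and 12, or 4 and 13 over the list alone, with camera adjusted p = 4.72e-04, 0.649 with an estimated correlation). Members called include Fn1 (-1.58), Col12a1 (-1.67) and Col6a3 (-1.30). Immediate early and heat shock genes (2, 11 and 7, or 2 and 13 over the list alone, with camera adjusted p = 9.42e-04, 0.759 with an estimated correlation) fell, with Egr1 (-0.76) and Nr4a1 (-0.93). Interferon and MHC class I (2, 4 and 12, or 2 and 8 over the list alone, with camera adjusted p = 0.0466, 0.649 with an estimated correlation) and the respiratory chain (0, 6 and 7, or 0 and 10 over the list alone, with camera adjusted p = 1e-05, 0.649 with an estimated correlation) fell, the latter with mt-Co1 (-0.88) and mt-Nd3 (-1.45). Not called by camera, with adjusted p from 0.0744 to 0.95, were the Hedgehog (1 higher, 3 lower), G2/M (1 and 3), early regulator (4 and 3), IGF (3 and 2), Wnt (4 and 2), chondrocyte matrix (3 and 5), hypertrophy (2 and 4), niche (0 and 2), adipogenesis (4 and 1), hematopoietic (1 and 0), erythroid (0 and 0), endothelial (1 and 0) and osteoclast (0 and 1) lists. Median and test direction differed in sign for the IGF, Wnt and chondrocyte matrix lists. Inside these lists Chad (-3.19, at 630, 5696 and 5776 CPM), Snorc (-1.10), Socs2 (-1.29), the Wnt inhibitor gene Notum (-1.28) and Runx3 (-1.04) fell, and Epyc (+0.83) and Panx3 (+0.42) rose.

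Stromal cells at 3 weeks held more Tnfsf11, which encodes the osteoclast factor RANKL (+1.89, SE 0.15, at 423, 116 and 112 CPM), and more Igf1 (+1.11, at 607, 230 and 332 CPM) and Igfbp5 (+1.28, at 5100, 2284 and 1910 CPM). The cell cycle genes Ccnb2 at 17.8, 1.31 and 2.01 CPM (+3.39), Cenpa at 23.1, 2.63 and 2.51 CPM (+3.16), Birc5 (+3.34) and Mki67 rose from very low levels, Mki67 at 7.71, 1.5 and 1.00 CPM (+2.61, edgeR adjusted p = 0.0028). At equal depth 4.47%, 4.17% and 4.68% of stromal cells were called G2/M, and 2.77%, 1.39% and 1.56% with all UMIs. Cdkn1a rose (+0.82, SE 0.15, adjusted p = 4.25e-04, at 230, 132 and 129 CPM). Bglap fell (-3.11, at 11.8, 109 and 95.4 CPM), as did Bglap2 (-3.44), beside 9.87, 52.4 and 34.0 CPM of Bglap in erythroid cells. Stromal cells held fewer UMIs each (medians 8375.5, 9812 and 10079) than erythroid cells (median 36620 over all libraries). CPM may therefore understate free RNA in stromal cells. They held 49, 579 and 570 Bglap UMIs in 470, 504 and 577 cells, and free RNA cannot be told apart as the source.

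By edgeR 659 of 12240 genes differed in stromal cells at an adjusted p under 0.05, 286 higher and 373 lower, and DESeq2 gives 52 and 134. DESeq2 ends the calls of Igf1, Mest, Ndn, Acan, Adipoq, Hbb-bs, S100a8 and the cell cycle genes, and with doublets kept, where nearly all stromal-like cells leave the class, Bglap (-0.10) and Bglap2 (0.14) are not called, whereas both stay called without the stromal-like cells (-3.24 and -3.24). Further increases were in Rgs4 (+2.77, edgeR adjusted p = 8.6e-11), a regulator of G protein signaling, Cbln1 (+2.18), Tgfbi (+2.15), a matrix adhesion gene, the chemokine gene Cxcl10 (+2.03), with 73.2% of its 3-week UMIs in 5 cells, the interferon-induced gene Ifitm1 (+1.89), the potassium channel gene Kcne4 (+1.57) and Stmn1 (+1.53), a microtubule regulator. Further decreases were in Rgs7bp (-2.94), a partner of G protein regulators, the protease inhibitor genes Serpina3n (-2.22) and Serpina12 (-2.16, at 66.8, 314 and 283 CPM), Nt5e (-1.93), which encodes CD73, and Polr2l (-1.91), a polymerase subunit. Gli1 (+0.74), Gli2 (-0.90), Gli3 (-0.27), Ptch1 (-0.26), Hhip (-0.70), Runx2 (-0.10), Sp7 (-0.22), Col1a1 (+0.08) and Igf2 (+0.86, at 15.7, 10.1 and 7.2 CPM) had edgeR adjusted p from 0.0734 to 0.866, and Ihh had too few UMIs to be tested in stromal cells.

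In stromal cells the G2/M list rose (13 higher, 0 lower, 31 not called, or 13 and 0 when adjusted over the list alone, with camera adjusted p = 2.34e-14, and adjusted p = 0.458 with an estimated correlation). Its members Mki67, Ccnb2, Cenpa and Birc5 rose from very low levels, and G2/M calls at equal depth were similar at both ages. Free RNA of the erythroid cells, most of which held an Mki67 UMI, was not tested as a source. The imprinted growth genes (7, 0 and 7, or 9 and 1 over the list alone, with camera adjusted p = 6.11e-07, 0.458 with an estimated correlation) rose with Cdkn1c (+0.89), Mest (+1.84) and Ndn (+0.98), and the IGF axis (4, 0 and 10, or 5 and 1 over the list alone, with camera adjusted p = 2.29e-04, 0.458 with an estimated correlation) with Igfbp3 (+0.92). Collagens and matrix rose (4, 0 and 20, or 9 and 0 over the list alone, with camera adjusted p = 1.13e-05, 0.458 with an estimated correlation). Members called include Fn1 (+1.20), Fbn2 (+1.14) and Col11a1 (+1.08). The p53 targets rose (3, 0 and 25, or 6 and 1 over the list alone, with camera adjusted p = 0.0153, 0.588 with an estimated correlation). Members called include Gadd45a (+1.36). Adipogenesis genes rose (4, 1 and 10, or 6 and 1 over the list alone, with camera adjusted p = 0.016, 0.458 with an estimated correlation). Members called include Lpl (+0.75), Adipoq (+0.58) and Cebpb (+0.93). Interferon and MHC class I genes rose (2, 0 and 20, or 4 and 0 over the list alone, with camera adjusted p = 0.00477, 0.458 with an estimated correlation).

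The chondrocyte matrix list also rose in stromal cells (10, 2 and 6, or 13 and 2 over the list alone, with camera adjusted p = 1.13e-14, 0.458 with an estimated correlation). Members called include Acan at 25.8, 7.88 and 9.21 CPM (+1.59) and Col2a1 at 252, 127 and 104 CPM (+1.13). Erythroid cells held Acan at 21.9, 4.62 and 6.80 CPM and Col2a1 at 162, 92.4 and 47.6 CPM. The erythroid list rose (2, 0 and 2, or 2 and 0 over the list alone, with camera adjusted p = 0.00687, 0.458 with an estimated correlation) with Hbb-bs (+0.76), a red cell gene. Osteoblast maturation genes (1, 5 and 13, or 1 and 6 over the list alone, with camera adjusted p = 9.31e-06, 0.458 with an estimated correlation) and the respiratory chain (0, 3 and 10, or 0 and 6 over the list alone, with camera adjusted p = 6.11e-07, 0.458 with an estimated correlation, mt-Nd3 -1.82) fell. Not called by camera in stromal cells, with adjusted p from 0.0642 to 0.822, were the Hedgehog (0 higher, 1 lower), replication stress (0 and 0), DNA replication (1 and 0), S phase (1 and 0), early regulator (0 and 1), Wnt (2 and 2), immediate early (0 and 0), hypertrophy (3 and 0), niche (1 and 1), hematopoietic (0 and 2) and osteoclast (1 and 0) lists, and the endothelial list had too few tested genes. The hypertrophy list had a median of -0.08 but a positive test direction. The lower members of the osteoblast maturation list include Bglap and Bglap2, for which free RNA cannot be told apart as the source. Mmp13 rose (+1.18, at 2672, 1090 and 1269 CPM), and Ebf1 (-0.57) and the neutrophil gene S100a8 (-3.79, at 0.723, 18.6 and 2.51 CPM) fell.

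Proliferating osteoblasts (57, 28 and 44 cells) held less RNA of the MHC class I genes H2-K1, B2m and H2-Q6 at 3 weeks. H2-K1 fell by 1.55 on the log2 scale (SE 0.15, at 473, 1410 and 1350 CPM), B2m by 1.29 and H2-Q6 by 3.11. Mest rose (+1.38, at 184, 43.6 and 95.2 CPM), as did Hoxb2 (+1.74), a patterning gene. Cdkn1a had a log2 fold change of -0.08 (SE 0.18, edgeR adjusted p = 0.922, at 301, 337 and 300 CPM).

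By edgeR 267 of 9477 genes differed in proliferating osteoblasts at an adjusted p under 0.05, 66 higher and 201 lower. DESeq2 gives 6 and 70, and library totals in place of TMM 115 and 165. DESeq2 ends the calls of Mest, Fos, Cenpa, Phlda3, Wee1, Top2a, Cd24a, Heyl, Hapln1, Col9a3, Fcer1g, Rgs5 and the histone genes. The replication-dependent histone genes Hist1h2ap (-3.34, at 96.8, 1467 and 499 CPM), Hist1h2ab (-4.44) and Hist1h2ae (-2.70) had negative changes, but Hist1h2ap helps define the cluster, the 8-week libraries differ widely, and these are not read as results. Several of these changes rest on few cells: the 5 cells with the most UMIs held 88.1% of Col10a1 (+4.07), 92.0% of Mmp9 (+1.84), 65.1% of Cd24a (+2.96), 49.4% of Heyl (+2.13), a Notch target, and 43.9% of the cartilage gene Hapln1 (+1.79) at 3 weeks. At 8 weeks 5 cells held 93.3% of Bglap (-2.94) in each library, 89.7% and 86.3% of Bglap2 (-2.68), 100% and 87.5% of the immune receptor gene Fcer1g (-2.70), 64.9% and 62.3% of Hist1h2ap, 82.7% and 94.1% of Hist1h2ab, 69.6% and 69.9% of Hist1h2ae, and 56.5% and 34.9% of H2-Q6. The mural cell gene Rgs5 (-7.48, at 0.677, 0.991 and 268 CPM) has 335 UMIs in the last library, all in 2 cells, and so separates the 8-week libraries, not the ages. Col9a3 rose (+1.67, edgeR adjusted p = 0.0018), and the free RNA seen in erythroid cells moves with it. Mki67 (-0.44), Runx2 (-0.69), Col1a1 (-0.44), Gli1 (-0.40), Gli2 (+0.16), Gli3 (-0.41), Ptch1 (-0.12), Hhip (+0.19) and Sp7 (-0.44) had edgeR adjusted p from 0.0702 to 0.947, and Mki67 helps define the cluster.

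In proliferating osteoblasts the immediate early and heat shock list fell (0 higher, 10 lower, 10 not called, or 1 and 14 when adjusted over the list alone, with camera adjusted p = 5.77e-10, and adjusted p = 0.557 with an estimated correlation). Members called include Fos (-1.18) and Nr4a1 (-1.99). Interferon and MHC class I (0, 5 and 15, or 1 and 8 over the list alone, with camera adjusted p = 2.32e-05, 0.557 with an estimated correlation), osteoblast maturation (0, 6 and 15, or 1 and 9 over the list alone, with camera adjusted p = 1.87e-05, 0.557 with an estimated correlation) and the respiratory chain (0, 4 and 9, or 0 and 4 over the list alone, with camera adjusted p = 1.87e-05, 0.557 with an estimated correlation, mt-Nd3 -1.80) fell. Replication stress (0, 1 and 32, or 0 and 3 over the list alone, with camera adjusted p = 4.25e-04, 0.64 with an estimated correlation, Wee1 -1.90), DNA replication (0, 0 and 36, or 0 and 2 over the list alone, with camera adjusted p = 3.66e-05, 0.64 with an estimated correlation), S phase (0, 0 and 42, or 0 and 4 over the list alone, with camera adjusted p = 2.32e-05, 0.64 with an estimated correlation) and G2/M (1, 1 and 52, or 1 and 6 over the list alone, with camera adjusted p = 0.00618, 0.557 with an estimated correlation, Top2a -0.88, Cenpa +0.80) fell, but such genes define this cluster and are not read as results. The imprinted growth genes (3, 0 and 9, or 5 and 0 over the list alone, with camera adjusted p = 1.7e-05, 0.557 with an estimated correlation), chondrocyte matrix (4, 0 and 12, or 5 and 0 over the list alone, with camera adjusted p = 0.00783, 0.64 with an estimated correlation) and osteoclast RNA (1, 0 and 2, or 1 and 0 over the list alone, with camera adjusted p = 0.00384, 0.557 with an estimated correlation) rose. Not called by camera in proliferating osteoblasts, with adjusted p from 0.0943 to 0.76, were the Hedgehog (0 higher, 0 lower), p53 (2 and 0, with Phlda3 at +0.82), early regulator (0 and 0), IGF (0 and 0), Wnt (1 and 0), collagen (1 and 3), hypertrophy (2 and 1), niche (0 and 0) and adipogenesis (1 and 0) lists. The IGF and adipogenesis lists had negative medians and a positive test direction, and the hematopoietic, erythroid and endothelial lists had too few tested genes.

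Bglap-low osteoblasts at 3 weeks held more RNA of Mest and less of the MHC class I gene H2-K1. RNA of the mitosis gene Cenpa and of other cell cycle genes was also higher. Cells rich in such RNA had been set apart as proliferating, so these changes depend on that split and are not read as results. Cenpa rose (+4.26, SE 0.29, at 35.4, 1.86 and 1.79 CPM), as did Ccnb2 (+3.11), Birc5 (+2.55) and, from low levels, Mki67 (+2.08, at 5.59, 1.07 and 1.53 CPM, edgeR adjusted p = 0.0318). Mest rose (+2.15, at 38.8, 6.66 and 10.7 CPM), and so did the Hedgehog inhibitor gene Hhip (+0.81, at 20.6, 11.7 and 11.8 CPM, adjusted p = 0.0265). H2-K1 (-1.07, at 443, 984 and 872 CPM), B2m (-1.05) and H2-Q6 (-3.17) fell, and Col1a1 fell (-0.60, at 85930, 133200 and 127700 CPM). Cdkn1a had a log2 fold change of +0.01 (edgeR adjusted p = 0.978, at 221, 243 and 196 CPM).

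By edgeR 653 of 10582 genes differed in Bglap-low osteoblasts at an adjusted p under 0.05, 251 higher and 402 lower. Library totals in place of TMM move the median log2 fold change from -0.005 to 0.202 and give 1183 and 284, and DESeq2 gives 29 and 166. With classes from markers alone the calls of Cenpa, Ccnb2, Birc5, Ccng1, Col1a1, Col3a1, Dcn, Stmn1, Fxyd6, Csrp2 and Cnn3 ended, and Mki67 (-0.28), Hhip (-0.94) and Postn (-0.10) turned. DESeq2 ends the calls of the cell cycle genes, Hhip, Ccng1, Ptn and Csrp2. Bglap (-4.35, at 218, 5085 and 3814 CPM), Bglap2 (-4.05) and Bglap3 (-3.57) fell, but their level helped define the cluster, and 5 cells held 34.6% and 44.4% of Bglap, 28.5% and 41.9% of Bglap2 and 29.2% and 40.7% of Bglap3 at 8 weeks. Further increases were in Ptn (+1.90), Stmn1 (+1.68), Col9a3 (+1.67), Fdps (+1.66, edgeR adjusted p = 6.44e-10), a sterol synthesis gene, Tnn (+1.62), a matrix gene of bone-forming surfaces, Col3a1 (+1.43), Csrp2 (+1.39) and the actin-binding gene Cnn3 (+1.30). Col9a3 stood at 45.6, 14.4 and 14.3 CPM, beside 45.0, 9.24 and 11.3 CPM in erythroid cells. Further decreases were in Fxyd6 (-2.24) and Smim27 (-2.00). Gli1 (-0.05), Gli2 (-0.38), Gli3 (+0.59), Ptch1 (+0.24), Runx2 (-0.01) and Sp7 (-0.03) had edgeR adjusted p from 0.19 to 0.976. Fits of other stages, chosen after seeing the data, gave 392 genes in early cells (146 higher, 246 lower) and 400 in Bglap-high cells (134 and 266).

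In Bglap-low osteoblasts the maturation list fell (1 higher, 12 lower, 8 not called, or 1 and 13 when adjusted over the list alone, with camera adjusted p = 8.71e-24, and adjusted p = 0.562 with an estimated correlation). It holds Bglap, Bglap2 and Bglap3, whose level helped define the cluster, so the fall of the list as a whole is not read as a result. The G2/M list (7, 0 and 23, or 10 and 1 over the list alone, with camera adjusted p = 8.89e-10, 0.562 with an estimated correlation) and the imprinted growth genes (3, 0 and 9, or 3 and 0 over the list alone, with camera adjusted p = 1.88e-04, 0.562 with an estimated correlation) rose. The p53 targets rose (4, 0 and 22, or 5 and 0 over the list alone, with camera adjusted p = 6.18e-04, 0.562 with an estimated correlation). Members called include Phlda3 (+1.10) and Ccng1 (+0.87). The G2/M list depends on the split from the proliferating cells and is not read as a result. The chondrocyte matrix list rose (5, 3 and 10, or 8 and 4 over the list alone, with camera adjusted p = 0.00144, 0.918 with an estimated correlation), and free RNA seen in erythroid cells moves with it. Interferon and MHC class I (1, 7 and 12, or 1 and 9 over the list alone, with camera adjusted p = 2.29e-06, 0.562 with an estimated correlation), immediate early and heat shock (0, 3 and 17, or 0 and 9 over the list alone, with camera adjusted p = 1.88e-04, 0.918 with an estimated correlation) and the respiratory chain (0, 4 and 9, or 0 and 7 over the list alone, with camera adjusted p = 8.72e-11, 0.562 with an estimated correlation, mt-Nd3 -1.70) fell. Not called by camera in Bglap-low osteoblasts, with adjusted p from 0.12 to 0.966, were the Hedgehog (1 higher, 1 lower), replication stress (0 and 0), DNA replication (0 and 0), S phase (0 and 0), early regulator (1 and 4), IGF (0 and 0), Wnt (4 and 3), collagen (5 and 6, with Dcn at -1.04 and Postn at +0.82), hypertrophy (2 and 0), niche (3 and 4), adipogenesis (1 and 0) and osteoclast (1 and 0) lists. For the Hedgehog, DNA replication, S phase, collagen, hypertrophy, adipogenesis and osteoclast lists the median, which lay near 0, and the test direction differed in sign, and the hematopoietic, erythroid and endothelial lists had too few tested genes.

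At equal depth 14.5% (95% interval 11.9 to 17.4) of osteoblast-lineage cells were called G2/M at 3 weeks, against 6.37% (4.43 to 8.83) and 7.88% (5.89 to 10.3) at 8 weeks. S phase calls were 22.1%, 24.1% and 22.7%. With all UMIs the G2/M calls were 13.6%, 4.44% and 5.79% and the S phase calls 11.5%, 11.2% and 10.6%. An Mki67 UMI was found at equal depth in 7.18% (5.32 to 9.43), 3.67% (2.22 to 5.67) and 4.82% (3.28 to 6.81) of these cells and a Top2a UMI in 5.19%, 4.25% and 5.31%. Cells with an Mki67 UMI among early cells were 3.72%, 0% and 0.606%, among Bglap-low cells 3.33%, 0% and 1.55%, and among proliferating cells 54.4%, 67.9% and 61.4%. The phase shares were not tested. No background is given for the Mki67 and Top2a shares, since most erythroid cells held an Mki67 UMI.

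**Figure D4:**
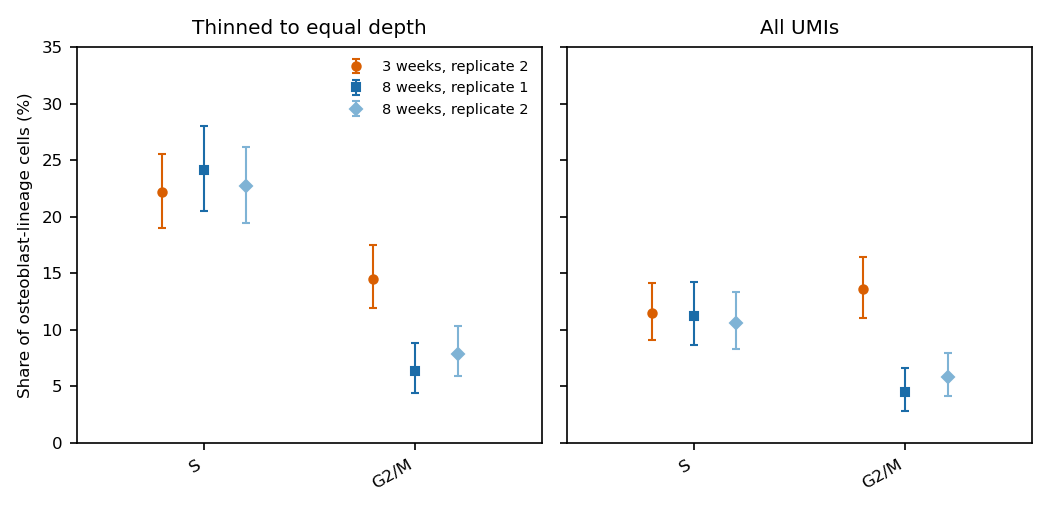
Osteoblast-lineage cells called S or G2/M in each library, with cells thinned to equal depth and with all UMIs. Bars are exact binomial 95% intervals.

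Across osteoblast-lineage cells at equal depth Gli2 showed almost no linear relation to Runx2 (Pearson's r -0.01, -0.021 and 0.015; Spearman's rho -0.011, -0.024 and 0.01) and a weak negative one to Col1a1 at 8 weeks (r -0.004, -0.074 and -0.069; rho -0.018, -0.042 and -0.072). Only 42, 26 and 39 cells held a Gli2 UMI at that depth. With all UMIs r was 0.089, 0.026 and 0.068 for Runx2 and -0.119, -0.144 and -0.24 for Col1a1. Spearman's rho was then 0.082, -0.055 and 0.044 for Runx2 and -0.061, 0.02 and -0.072 for Col1a1. By stage Gli2 stood at 18.6, 19.8 and 20.2 CPM in early cells, 11.3, 9.94 and 15.4 CPM in Bglap-low cells and 10.4, 11.4 and 7.58 CPM in Bglap-high cells. A group of 45 osteoblast-lineage cells, found at a resolution of 0.8, held Gli2 at 52.8 CPM, Gli1 at 46.9 CPM, Ptch1 at 527 CPM, Hhip at 148 CPM and Runx2 at 283 CPM but Col1a1 at 611 CPM and no Mki67 UMI. It made up 2.9%, 2.7% and 1.9% of osteoblast-lineage cells.

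Cdkn1a was highest in hypertrophic cells, at 2753, 872 and 1584 CPM in 134, 18 and 39 cells, and stood at 550, 470 and 326 CPM in growth plate chondrocytes. Without integration the hypertrophic values were 2805, 651 and 2135 CPM in 131, 5 and 19 cells. Among osteoblast stages it stood at 306, 212 and 206 CPM in early cells, 313, 323 and 293 CPM in proliferating cells, 243, 233 and 185 CPM in Bglap-low cells and 309, 286 and 320 CPM in Bglap-high cells. The stages were not tested against each other. At equal depth a Cdkn1a UMI was found in 68.6%, 52.4% and 44.2% of early cells, 71.9%, 71.4% and 63.6% of proliferating cells, 59.1%, 55.7% and 48.1% of Bglap-low cells and 70%, 67.4% and 63.4% of Bglap-high cells. Osteoblast-lineage cells with an Mki67 UMI carried one in 68.1%, 73.7% and 73.3% of cases and those without in 66.1%, 60.3% and 54.2%. Erythroid cells, the background, carried one in 4.17%, 0% and 0% of 24, 19 and 17 cells, with upper 95% bounds of 21.1%, 17.6% and 19.5%. Over all osteoblast-lineage cells the shares were 66.3%, 60.8% and 55.1% at equal depth, whereas the TMM-scaled CPM lay the other way, so no order between the ages is read from Cdkn1a in this class.

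**Figure D5:**
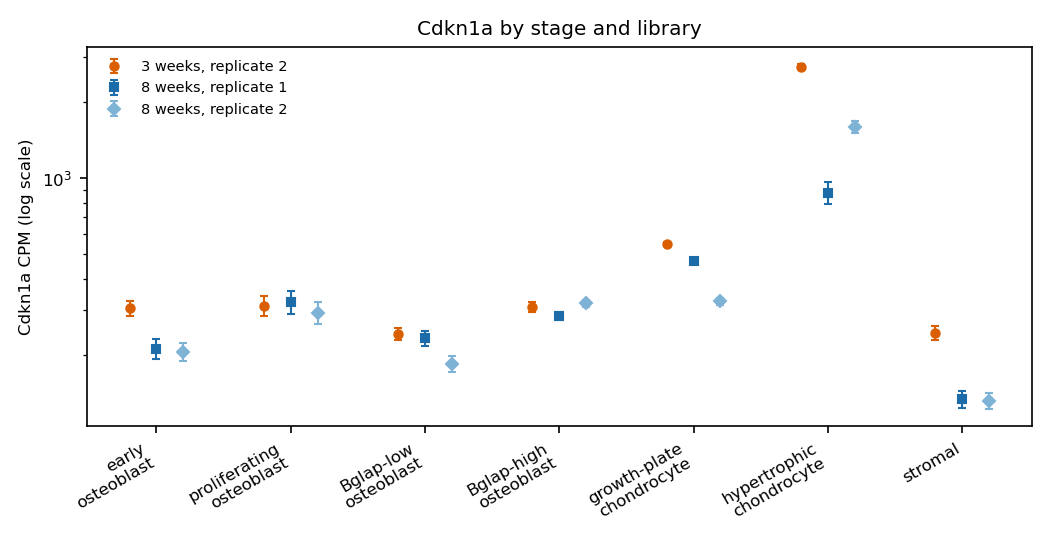
Cdkn1a by stage and library, as CPM with exact Poisson 95% intervals.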

Values the study reported

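The study compared Osx-positive metaphyseal osteoblasts of the 2 ages by bulk RNA sequencing. It reported 433 genes higher and 814 lower in juvenile cells at p < 0.05 (DESeq2), which a figure legend gives as an adjusted p. Cdkn1a, Gli2 and Igf2 were among the higher ones. These values concern osteoblasts sorted by a reporter and measured in bulk, another population than the classes here, so they are not set against the single-cell counts. From its single-cell data the study also reported less Ihh in adult chondrocytes and more G2/M cells among juvenile osteoblasts. It reported Gli2 correlated positively with Runx2 and negatively with Col1a1 across cells. In juvenile proliferating osteoblasts it reported increased DNA replication and an activated DNA damage response. Those results rest on its own clusters and labels, which were rebuilt here.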

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

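Of the tests below on the 3 patterns weighed here, only that of cells with chondrocyte content in the osteoblast class was set before its result was seen, and the others were chosen after seeing the result. Whether age or the single 3-week library is behind any pattern cannot be tested with these libraries and stays open.

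Bglap RNA in growth plate chondrocytes at 8 weeks was weighed against osteoblast RNA, free or in mixed cells, against reads shared among Bglap, Bglap2 and Bglap3, and against a Bglap difference common to all cells of a library. The Bglap to Col1a1 UMI ratio in growth plate cells was 1.52 (95% interval 1.46 to 1.58) and 2.71 (2.60 to 2.81) in the 8-week libraries, at least 4.82 times the highest ratio of an osteoblast stage or of erythroid cells, so RNA of osteoblasts is excluded as the sole source. The summed copies were 36.6-fold higher in the lower 8-week library, which excludes reads shared among the copies, and the age by class term for Bglap had an adjusted p of 7.43e-09 in edgeR, which excludes a difference common to all cells. Expression of Bglap by chondrocytes of older mice could account for the pattern and remains open, since age and library coincide.

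Chondrocyte matrix RNA in 3-week osteoblast-lineage and stromal cells was weighed against free RNA from chondrocytes and against cells with chondrocyte content in the osteoblast class. The members raised in both classes summed to 153.5 CPM (95% interval 129 to 181) in 3-week erythroid cells, 0.646 times the 237.6 CPM of osteoblast-lineage cells (0.544 to 0.762), a level at which free RNA could account for much of theirs, and 0.4 times the 383.9 CPM of stromal cells (0.336 to 0.472), where free RNA cannot be told apart from expression by the cells. Stromal cells held fewer UMIs each (median 8375.5 at 3 weeks) than erythroid cells (median 36620 over all libraries). A ratio of CPM may therefore understate what free RNA could add to stromal cells. Of the 10 members raised in osteoblast-lineage cells 7 remained without the cells over 1000 Col10a1 CPM, and Acan, Col9a1 and Prelp did not, so cells with chondrocyte content cannot be told apart from expression either. For Col10a1, free RNA is excluded as the source of the class total, of which erythroid cells held 0.0915 times, but not in the cells outside the 4 over 1000 CPM, of which erythroid cells held 0.691 times (95% interval 0.402 to 1.11). A few cells with very high counts are not the whole cause either, since Col10a1 stayed higher without them (edgeR log2 fold change +1.16, adjusted p = 0.00371), and whether those cells are mixed or hypertrophic was not tested.

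The Serpina1 genes in chondrocyte-lineage cells at 8 weeks were weighed against reads moved between near-identical copies, RNA of another cell class and a few cells with very high counts. The sum over all copies was 149-fold higher in the lower 8-week library, which excludes moved reads. Endothelial, erythroid, mural, osteoblast-lineage and stromal cells held the summed copies at no more than 0.00501 times the level of chondrocyte-lineage cells, which excludes RNA of these classes as the source. For the sum 5 cells held at most 12.8% of the UMIs, which excludes a few cells as its source, while for single copies they held up to 26.7% (Serpina1b) and 25.6% (Serpina1c). Expression by chondrocytes that differs between these libraries remains, and its cause, age or library, was not tested.

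The age difference itself differed between classes, by an edgeR age by class term with the library as a block, for 1571 of 14479 genes between osteoblast-lineage and chondrocyte-lineage cells, 587 of 13820 between osteoblast-lineage and stromal cells and 1350 of 14004 between chondrocyte-lineage and stromal cells, at an adjusted p under 0.05. Of these, 84, 24 and 49 were called in opposite directions in the 2 classes. Chondrocyte minus osteoblast differences in log2 fold change were 0.98 for Gli2, -1.90 for Bglap, -3.17 for Mgp, -0.74 for Mki67, 2.68 for Igf2, -0.67 for Hhip, -0.87 for Ptch1, 0.91 for Cdkn1a and 0.76 for Runx2. Stromal minus osteoblast differences were -3.98 for Mgp, 2.45 for Mki67, 2.75 for Ifitm1, 0.96 for Col1a1, -0.54 for Ptch1 and 1.08 for Cdkn1a. Stromal minus chondrocyte differences were -1.64 for Gli2, 5.27 for F5, 4.62 for Rgs4, 2.68 for Bglap, 3.20 for Mki67, -3.39 for Igf2, 0.53 for Col1a1 and -0.71 for Runx2.

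Cell types that the sort was meant to remove or that no comparison uses were seen among the used cells: 60 erythroid cells, 100 endothelial cells and 53 mural cells.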

How the results depend on the processing

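No paired analysis was possible because the 2 ages share only replicate number 2 among the libraries analysed, and that number names no pair. Where values changed, the cause was not tested. Of the values for named genes under other settings 2303 were unchanged, 111 lost the call, 23 gained it and 43 changed sign. Unchanged means the same direction and, where a test was run, the same call. Leaving out an 8-week library allows no test, and 242 and 241 of the unchanged values come from these settings on direction alone. The changes of sign came from 4 called values (Bglap2 in stromal cells and Hhip, Mki67 and Postn in Bglap-low cells) and 23 uncalled ones. DESeq2 alone ended the call of 54 of 205 named values. For gene lists 261 were unchanged, 57 lost the call and 6 gained it. With an estimated correlation the lists called by camera went from 12, 10, 11, 11 and 8 to 0 in each class. That setting gave 52 of the 57 lost calls. With so few residual degrees of freedom it could hardly call any list, so these losses do not show whether the list results hold.

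Genes called in osteoblast-lineage cells (1334) became 535 with DESeq2 and 4978 without TMM, and stayed between 900 and 1913 otherwise. In chondrocyte-lineage cells (2141) they became 985 with DESeq2 and 1411 with doublets kept, and stayed between 1651 and 3133 otherwise. In stromal cells (659) they became 186 with DESeq2 and stayed between 528 and 896 otherwise, and in proliferating cells (267) 76 with DESeq2 and between 191 and 334 otherwise. In Bglap-low cells (653) they became 195 with DESeq2, 1467 without TMM, 186 without the low-count filter, 380 with all barcodes and 402 with markers alone, against 728 and 769 otherwise. Markers alone could not test proliferating cells. Without an 8-week library no test is possible, and genes over a log2 fold change of 1 in either direction, counted only at a mean of at least 20 CPM and with 1 CPM added, numbered 125 to 158 in osteoblast-lineage cells, 228 to 285 in chondrocyte-lineage cells, 145 to 158 in stromal cells, 203 to 310 in proliferating cells (200 with all libraries) and 103 to 139 in Bglap-low cells.

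Differences in share (3 weeks minus the 8-week mean, in percentage points) moved for stromal cells from -14.44 to -12.51 with the looser cell filter, for Bglap-low cells from 10.59 to 14.43 without integration, and for Bglap-high cells from -14.50 to -5.93 when clustered without age-dependent and cell cycle genes. Over only the cells that were osteoblast-lineage in both clusterings, chosen after seeing the data, Bglap-low cells were at 14.43 and Bglap-high cells at -7.88 under these settings. The clustering without age-dependent and cell cycle genes turned proliferating cells from 2.46 to -0.66 (-0.40 over the cells in both), and without integration they were at 1.19. Markers alone, meant only for the gene tests, leave almost no early or proliferating cells and put Bglap-low cells at 83.6%, 55.8% and 56.2% and Bglap-high cells at 16.4%, 43.7% and 43.6%. All barcodes, also meant only for the gene tests, put stromal cells at 27.1%, 36.2% and 34.1%, early cells at 23.2%, 18.4% and 18%, Bglap-low cells at 21.3%, 12.4% and 11.9% and Bglap-high cells at 49.5%, 66% and 65.7%. Early cells turned from 1.44 to -0.41 at a resolution of 0.3, -1.16 with doublets kept, -1.17 without age-dependent genes, -0.90 with the looser filter and -0.38 when thinned before clustering. These settings also changed which cells are osteoblast-lineage, with 130, 124, 130, 12 and 13 stromal-like cells counted as early in that order, along with 11 cells not used before with doublets kept, 53 with the looser filter, and 4 and 11 hypertrophic cells without age-dependent genes and when thinned. Over only the cells osteoblast-lineage in both clusterings early cells were at 1.44, 0.66, 0.48, 0.52 and 0.30. Hypertrophic cells among chondrocyte-lineage cells moved from 5.46 to 11.41 without integration and ranged from 2.76 to 8.16 with an 8-week library left out. With an 8-week library left out the ranges were -7.36 to -7.13 for osteoblast-lineage, 22.4 to 23.74 for chondrocyte-lineage, -15.45 to -13.44 for stromal, 0.71 to 2.17 for early, 1.63 to 3.3 for proliferating, 9.86 to 11.32 for Bglap-low and -15.13 to -13.87 for Bglap-high cells, -1.99 to -0.53 for S phase and 6.62 to 8.13 for G2/M.

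S phase turned from -1.26 to 0.26 with a score above 0.1 and 0.54 unthinned. The mean r of Gli2 with Runx2 turned from -0.005 to 0.061 unthinned and 0.004 without progenitor cells and was -0.052 in cells with a Gli2 UMI, a value that the first 8-week library cannot give. That with Col1a1 went from -0.049 to 0.018 in cells with a Gli2 UMI and -0.168 unthinned. Shares of cells with a Cdkn1a UMI turned unthinned from 4.40 to -2.96 in proliferating, from 7.19 to -0.86 in Bglap-low and from 4.61 to -3.80 in Bglap-high cells. Scaled by library totals, the age difference of Ihh in chondrocyte-lineage cells moved from 0.46 to 0.59 on the log2 scale without cells holding more than 5 UMIs of any hematopoietic or erythroid gene.

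These log2 fold changes changed sign, with the lowest and highest value where a library was left out. In osteoblast-lineage cells they were Cdkn1a 0.083, Gli2 0.119, Runx2 0.21 and Sp7 0.132 without TMM, Cdkn1a 0.058 with markers alone, and with a library left out Hhip -0.726 to 0.023 and Gli1 -0.027 to 0.146. In chondrocyte-lineage cells they were Gli3 0.057 without TMM, Col1a1 0.337 with markers alone and 0.027 without hypertrophic cells, and with a library left out Gli1 -0.429 to 0.091 and Col1a1 -0.959 to 0.151. In stromal cells they were Bglap2 0.138 (a called gene) and Runx2 0.011 with doublets kept, Gli1 -0.172 with all barcodes, Col1a1 -0.001 with markers alone, and Runx2 0.019 and Col1a1 -0.02 without the stromal-like cells. With a library left out Runx2 there was -0.397 to 0.231 and Col1a1 -0.038 to 0.17. In proliferating cells Cdkn1a was 0.024 without TMM, 0.075 with doublets kept, 0.019 with all barcodes and 0.076 without integration. With a library left out Cdkn1a there was -0.138 to 0.001, Gli2 -0.165 to 0.638, Gli1 -0.741 to 0.195, Ptch1 -0.411 to 0.311 and Hhip -0.283 to 0.789. In Bglap-low cells they were Gli1 0.159, Runx2 0.195 and Sp7 0.176 without TMM, Runx2 0.004 without the low-count filter, and Cdkn1a -0.069 with doublets kept and -0.028 without integration. With markers alone Ptch1 was -0.196, Hhip -0.94, Mki67 -0.282 and Postn -0.104, and with a library left out Sp7 was -0.121 to 0.095, Cdkn1a -0.117 to 0.187, Gli2 -0.609 to 0.005 and Runx2 -0.015 to 0.018.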

Other observations

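A sub-cluster of 108 growth plate chondrocytes was led by the heat shock genes Hspa1b and Hspa1a and made up 7.54%, 9.05% and 9.03% of chondrocyte-lineage cells. The resolution of 0.03 placed the 60 erythroid cells, led by Hbb-bs and Hba-a1, inside the osteoblast cluster, and at equal depth 91.7%, 94.7% and 94.1% of them held an Mki67 UMI, so they were set apart before phases were counted in the osteoblast lineage. A sub-cluster of 35 Bglap-high cells was led by Dmp1 and Phex, genes of osteocytes. In endothelial cells (25, 22 and 53), a fit chosen after seeing the data, edgeR called 22 of 3923 genes at an adjusted p under 0.05, 19 higher and 3 lower.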
